A study of Bos taurus with 8 samples.

How the data were processed

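RNA sequencing was done on peripheral blood mononuclear cells (the lymphocytes and monocytes of blood) of Tharparkar cattle, an Indian zebu breed, and of crossbred cattle, before and after 7 days of heat. Per the labels, the RNA of 5 animals was pooled for each breed and day, and the labels give 2 replicates for each of the 4 groups, 8 in all. Per the labels' protocols, libraries were made from total RNA with an RNA kit for Illumina sequencers, and RNA integrity numbers were above 8.

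There is 1 gene table per replicate. Per the file headers, each deposited table gives expected counts (reads assigned to a gene by an estimation that splits ambiguous reads), TPM, FPKM, and the gene's length and effective length. The column layout is the one the program RSEM writes, but neither headers nor labels state the program, the aligner, the genome build, the annotation release, or any filter. The deposited TPM values sum to 1000000 in each table. The deposited FPKM values are scaled per kilobase of effective length and per 1000000 reads, per the file headers. The deposited effective length, a per-gene value in bases, was below the gene length by a median of between 144.04 and 144.85 bases. Each table lists the same 24596 Ensembl gene IDs, and all expected counts were used, with none left unassigned to a sample.

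The tables pair no ID with a gene name. The table of gene names that was at hand has no Ensembl IDs for this species, so 0 of 24596 IDs matched a symbol. The 19 lists of genes written before the data were examined (heat shock, unfolded protein response, antioxidant, interferon-stimulated, inflammatory cytokine, immediate early, glucocorticoid response, cell cycle and ribosomal protein genes, and markers of 10 blood cell types) are lists of symbols, and 0 of their symbols occur in the tables. They were therefore not evaluated, and no list has a result.

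A replicate check fixed before the data were examined decided what counted as a replicate. For each group, a chi-square with 1 degree of freedom was computed per gene from the counts in both files given the file totals, over genes with at least 20 counts in the 2 files together. The median over genes was divided by the median of the chi-square distribution, so that independent reads of 1 library give 1. Below a limit of 1.5, the files of a group counted as 1 library, and their mean expected counts were used. All 4 groups fell below the limit, so each group entered with n = 1, and the reported comparisons rest on no between-group test. Tests with the files as replicates were run only as alternatives, and compare libraries, not conditions. They treat the 2 files as independent, which the check contradicts, so their p-values are too small even for libraries. Intervals and limits from counts cover counting error only, since the reads carry no molecular identifiers.

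The mean expected counts were filtered with edgeR's filterByExpr, which left 11711 genes, scaled with TMM factors, and converted to log2 CPM (counts per 1000000) with a prior count of 2. The 5 comparisons were day 7 against day 0 in each breed, the difference of these 2 changes, and Tharparkar against crossbred at each day. A gene counted as changed at an absolute log2 fold change of 1 or more. 95% intervals of log2 ratios for single genes are exact Clopper-Pearson intervals on the 2 counts, and intervals of shares are Wilson intervals. The level that counting alone gives was taken from 100 draws of the 4 libraries from 1 common profile at their own depths, and from 20 draws for the distances between libraries. The Pearson and Spearman correlations are across genes, which are not independent replicates. Genes were also grouped by the 3 ways of pairing 4 libraries. A gene was separated by a pairing when both libraries of a pair lay at least 1 log2 unit above both of the other pair.

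The rule for named genes, fixed before the data were examined, asked for the 3 largest rises and falls in every comparison among genes with a symbol, at least 20 CPM in the higher group, and files of 1 group all on one side of the files of the other. It also asked for 7 heat shock genes by symbol. With no symbols, neither part could be followed as written. The same criteria without the symbol were applied, and 2 IDs that rose and 2 that fell are given for each breed's day 7 change. The 7 heat shock genes are not reported.

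The steps were tested on simulated counts. The fold change and edgeR checks had 200 changed genes, all at a mean CPM of at least 10. In the correlation check all 11711 genes changed in both breeds, and the replicate check had no changed genes. The replicate check gave 1.00 for independent files (11335 genes), 0.0952 when 90 percent of reads were shared (11325 genes), and 3.13 with 10 percent variation between files (11335 genes). The fold change step recovered 100% of the changed genes, with a median log2 change of 1.99 for a true 2, and put 1.33% of unchanged genes at or past the threshold (11436 genes). The correlation of changes was -0.763 for opposed, 0.0062 for unrelated and 0.761 for equal changes (11711 genes). The edgeR test recovered 100% of changed genes with a false share of 3.85% (11430 genes). Its simulated files were independent, with 10 percent variation, so these rates do not carry over to files that share reads.

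The alternatives chosen before the data were examined were DESeq2 size factors, total counts, no filter, a filter at a mean CPM of 10, a prior count of 0.5, log2 of TPM or FPKM with a pseudocount of 1, leaving out each file in turn, and the 2 files as separate replicates in edgeR (with and without the replicate number as a block) and in DESeq2 on rounded expected counts, at an adjusted p under 0.05. The replicate check was repeated with at least 200 counts and with the mean chi-square. 3 alternatives were added after the data were seen: leaving the 100 most abundant genes out of the totals, thinning all libraries to the depth of the smallest, and keeping genes whose counts are whole numbers in all 8 files. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used, and figures were drawn with matplotlib 3.10.9.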

Results

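Gene expression in blood mononuclear cells was measured by RNA sequencing in Tharparkar and crossbred cattle before heat exposure (day 0) and after 7 days of it. The series asked whether the breeds respond differently to heat. Each breed and day is 1 pool of RNA from 5 animals, with 2 files labelled as replicates. Total expected counts in replicates 1 and 2 were 8593506 and 8549551 for crossbred at day 0, and 7956594 and 7902219 for crossbred at day 7. They were 6726089 and 6676657 for Tharparkar at day 0, and 5229521 and 5173115 for Tharparkar at day 7. Of 24596 listed genes, between 13449 and 14390 had a count above 0 in a file. Between 1132 and 1329 genes per file had counts that are not whole numbers, which arise where reads are split between similar genes.

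The first question was whether the 2 files of a group are replicates. Independent reads of 1 library give a median chi-square ratio of 1, and real variation raises it. The ratio was 0.0916 for crossbred at day 0 over 11342 genes, and 0.112 for crossbred at day 7 over 11346 genes. It was 0.0762 for Tharparkar at day 0 over 10840 genes, and 0.0799 for Tharparkar at day 7 over 10600 genes. Under a model in which the files have reads in common, these ratios correspond to shared reads of 90.8%, 88.8%, 92.4% and 92.0%, in the same order. Of the alternatives, the mean in place of the median moved the ratios most, to 0.280, 0.276, 0.192 and 0.245. The second file's total was lower by 0.511%, 0.683%, 0.735% and 1.08%. The files of each group differed by less than sampling noise, so they were taken as 1 library and every comparison below rests on n = 1 per group. The differences between groups have no replicate check, and the spread between animals is not measured.

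**Figure D1:**
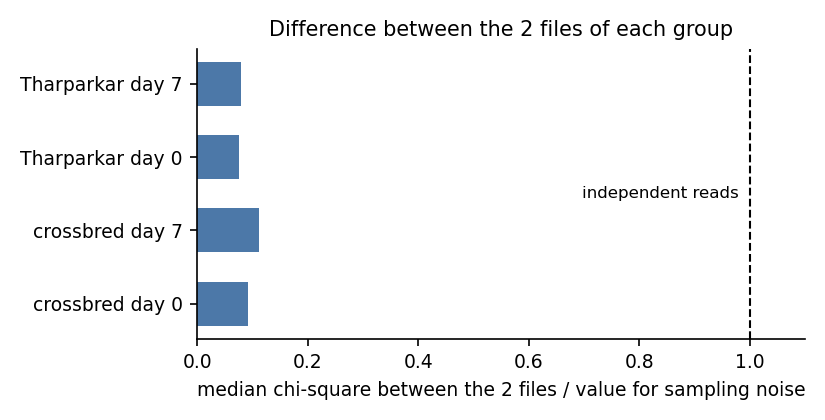
Bars give, for each of the 4 groups, the median per-gene chi-square between its 2 files divided by the value for sampling noise (no unit). The dashed line at 1 marks independent reads of 1 library, and the bars lie between 0.0762 and 0.112.

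The mean libraries held 8571528 counts for crossbred at day 0, 7929406 for crossbred at day 7, 6701373 for Tharparkar at day 0 and 5201318 for Tharparkar at day 7. The TMM factors were 1.01, 1.09, 0.930 and 0.974 in that order. Genes with more than 3 counts numbered 12488, 12534, 12030 and 11837. The same gene was the most abundant in all 4 libraries. Its share of counts was 1.90% (95% Wilson interval 1.89 to 1.91) in crossbred and 3.69% (3.68 to 3.70) in Tharparkar at day 0. At day 7 it was 2.31% (2.30 to 2.32) in crossbred and 2.08% (2.06 to 2.09) in Tharparkar. The 10 most abundant genes took 9.46%, 9.64%, 12.6% and 10.3% of counts in the order used for the totals.

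The change over 7 days of heat was computed first for Tharparkar. Of 11711 genes, 439 were higher and 530 lower at day 7 by a log2 fold change of at least 1. Draws from 1 common profile gave 187.39 such genes on average. The 95% counting interval excluded 0 for 344 of the higher and 399 of the lower genes. A filter at a mean CPM of 10 gave 91 higher and 189 lower genes, and no filter gave 742 and 882. The alternative furthest away used another criterion, edgeR's quasi-likelihood test with the 2 files as replicates and the replicate number as a block. It called 2779 higher and 2801 lower genes at a Benjamini-Hochberg adjusted p under 0.05. This test compares libraries and not conditions, and its p-values are too small, since the 2 files are not independent. The split between directions depended on the scaling: 45.3% of the changed genes were higher with TMM, 52.5% with total counts (500 higher and 452 lower), 57.1% with TPM and 54.9% with FPKM.

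In crossbred cattle 877 genes were higher and 627 lower at day 7, against a mean of 74.62 from counting alone. The counting interval excluded 0 for 832 of the higher and 581 of the lower genes. The higher genes were 58.3% of those changed with TMM, 69.2% with total counts (1091 higher and 486 lower) and 70.1% with FPKM.

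Among the IDs that met the criteria for naming (76 higher and 153 lower in Tharparkar), ENSBTAG00000006963 had the largest rise there. Its mean counts were 1.3 at day 0 and 554.67 at day 7, at least 227-fold higher against a floor of 3 counts, and 1.56 and 0 in crossbred. Its counts are not whole, so reads shared with a similar gene make it uncertain. ENSBTAG00000019839 rose from 7.5 to 102 counts, a log2 fold change of 3.78 (counting interval 2.94 to 5.22), while in crossbred it fell from 87.5 to 12 counts, a log2 fold change of -2.64. ENSBTAG00000037600 fell from 957.6 to 8.85 counts, a log2 fold change of -6.25, but its files differ: replicates 1 and 2 of Tharparkar at day 7 gave 0 and 17.7 counts, and the fold change was -5.34 without replicate 1 and -9.11 without replicate 2 of that group. In crossbred it fell from 283.67 to 42.765 counts, a log2 fold change of -2.66. Its crossbred files differ too, so this value is uncertain. Replicates 1 and 2 of crossbred gave 421.13 and 146.21 counts at day 0, and 84.64 and 0.89 at day 7. ENSBTAG00000047029 fell from 128.77 to 0.74 counts, at least 34.9-fold lower against the floor. In crossbred it fell by 3.27 on the log2 scale. Counts of these 2 falling IDs are not whole either.

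In crossbred cattle 306 higher and 199 lower IDs met the criteria. ENSBTAG00000040103 rose from 19.5 to 253 counts, a log2 fold change of 3.54 with a lower counting limit of 3.0 and an upper one of 4.39, and 16.5 and 8.5 counts in Tharparkar. ENSBTAG00000011600 rose from 355 to 4017 counts, a log2 fold change of 3.49 (3.34 to 3.66), and fell in Tharparkar from 809.5 to 200 counts, a log2 fold change of -1.71. ENSBTAG00000027213 fell from 184.6 to 4.56 counts, a log2 fold change of -4.75 (-6.85 to -3.96). In Tharparkar it had 2.97 and 1.285 counts, below the floor of 3 on both days. ENSBTAG00000027426 fell from 234.8 to 21.93 counts, a log2 fold change of -3.29 (-4.12 to -2.79). In Tharparkar it had 40.185 and 23.085 counts, a log2 fold change of -0.48. Counts of these 2 falling IDs are not whole, so they are uncertain. The files pair none of these IDs with a gene name.

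The differential response was the difference between the day 7 changes of the breeds. It was at least 1 log2 unit higher in Tharparkar for 1398 genes and lower for 1764, against 396.02 from counting alone. The changes ran opposite to each other. Across the 11711 genes Pearson's r was -0.385 and Spearman's rho -0.381, where 100 draws from 1 profile gave r from -0.0395 to 0.0417. No library is in both changes. Opposite signs were found in 7423 genes, or 63.4%, against 48.4% to 51.1% in the draws. Both changes reached 1 log2 unit in opposite directions in 363 genes: 151 rose in Tharparkar and fell in crossbred, and 212 did the reverse. Both reached it in the same direction in 43 genes, 17 up and 26 down. Counting alone gave means of 4.73 opposite and 4.87 in the same direction. The filter at a mean CPM of 10 moved r most among those that made it larger in size, to -0.453, and no filter moved it to -0.305.

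**Figure D2:**
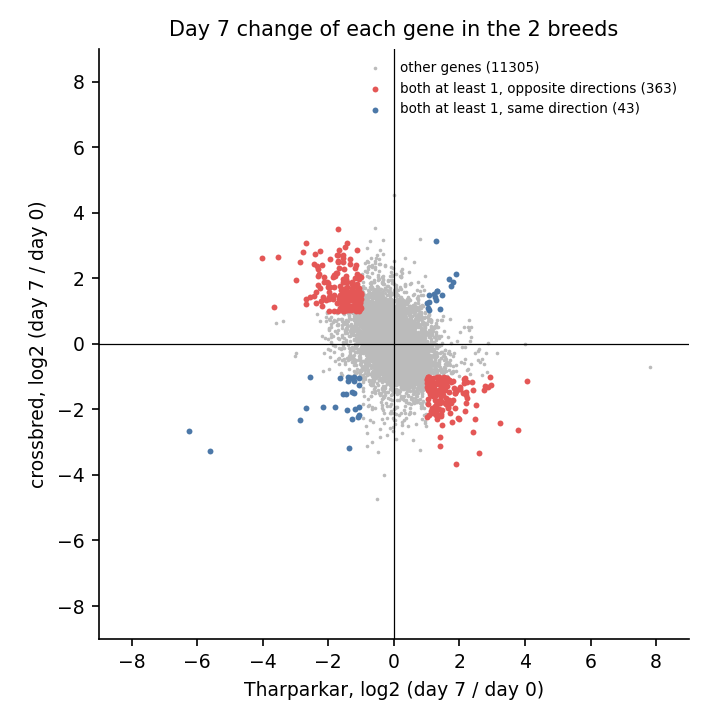
Each point is 1 of 11711 genes, with its log2 change from day 0 to day 7 in Tharparkar on the x axis and in crossbred on the y axis (n = 1 library per group). Red points are the 363 genes that changed by at least 1 log2 unit in opposite directions, blue points the 43 that did so in the same direction, and grey points the other 11305.

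Between the breeds before heat, 363 genes were higher and 459 lower in Tharparkar, against 116.47 from counting alone. The higher share was 44.2% with TMM, 31.3% with total counts (272 higher and 597 lower), 19.4% with TPM and 32.6% with FPKM, and the filter at a mean CPM of 10 turned it to 55.7%. At day 7, 595 genes were higher and 1147 lower in Tharparkar, against 150.88 from counting alone. The higher share was 34.2% with TMM, 20.7% with total counts (399 higher and 1531 lower), 15.3% with TPM and 20.7% with FPKM. The breed differences at day 0 and day 7 were negatively correlated across genes, with r = -0.324.

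The distance between libraries, as the SD over genes of the log2 ratio, was smallest between crossbred at day 7 and Tharparkar at day 0, at 0.50. It was 0.55 between the breeds at day 0 and 0.56 between crossbred at day 0 and Tharparkar at day 7. It was 0.60 between the days in Tharparkar, 0.69 between the days in crossbred, and 0.76 between the breeds at day 7. Counting alone gave between 0.25 and 0.31. The pairing of opposite breed and day held 50.5% of the sum of squares between the 4 libraries, the pairing by breed 26.9% and that by day 22.6%. Counting alone would account for 13.4%, 25.3% and 29.7% of each of these sums, in the same order. By at least 1 log2 unit, 187 genes separated the libraries by opposite breed and day, 23 by breed and 19 by day. Draws gave means of 2.06, 2.79 and 2.17. The first principal component held 56.0% of the variance, with scores of 43.3 for crossbred at day 7, 13.1 for Tharparkar at day 0, -20.7 for crossbred at day 0 and -35.7 for Tharparkar at day 7.

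**Figure D3:**
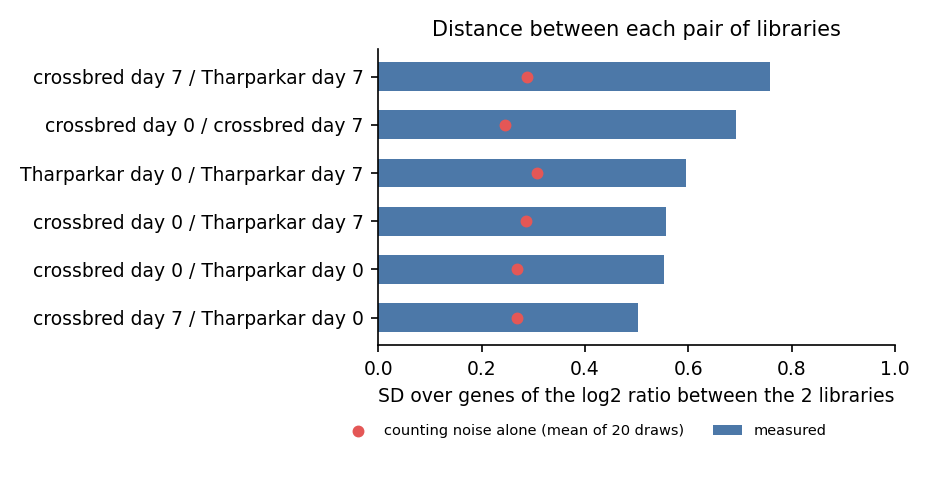
Bars give the SD over 11711 genes of the log2 ratio for each of the 6 pairs of libraries, and red points the mean of 20 draws with counting noise alone. The smallest distance, 0.50, is between crossbred at day 7 and Tharparkar at day 0, which share neither breed nor day.

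The day 7 change varied with gene length. Spearman's rho across genes between length and the log2 change was -0.0671 in Tharparkar and 0.0881 in crossbred, where draws stayed between -0.0295 and 0.0243. The shortest 20% of genes, of up to 1125 bases, had a median log2 change of 0.05 in Tharparkar and -0.08 in crossbred. The longest 20%, of at least 3128 bases, had medians of -0.04 and 0.05. For Tharparkar against crossbred, rho was -0.0875 at day 0 and -0.197 at day 7, the furthest from 0 of the 5 comparisons. At day 7 the median log2 difference between the breeds was 0.23 for the shortest and -0.14 for the longest genes, and at day 0 it was 0.08 and -0.06. For the breed by day difference, rho was -0.0949.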

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

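The lowest share of opposite signs given below, with FPKM, came from an alternative chosen before the data were examined. The use of that share as a test, and all other tests in this part, were chosen after the results had been seen. All predicted outcomes were also written down after that. 1 pool per group means that none of the differences between the breeds was tested against variation between animals.

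The day 7 changes of the breeds moved in opposite directions: 363 genes passed 1 log2 unit in both breeds with opposite signs, and the difference was not tested. Several technical accounts are argued against as the whole cause. Counting noise gave a correlation no lower than -0.0395 in 100 draws, against the observed -0.385. Removing smooth trends with gene length and abundance left r at -0.385. Genes with whole counts in all 8 files, where no reads are split between similar genes, gave -0.403. Thinning all libraries to the smallest depth gave -0.367. The lowest share of genes with opposite signs over 4 other scalings was 61.1%, where unrelated changes give about 50.1%.

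What stays open is a mix-up of labels, library preparation or RNA integrity that differed between pools, another property of single pools, and biology. Differences in preparation were not tested for this pattern. Exchanged day labels in 1 breed could turn a shared response into an opposed one, and 187 genes separated the libraries by opposite breed and day. A breed-specific response, or a different mix of cells in each pool, predicts the same separation, so these cannot be told apart, and markers of cell types could not be read without gene names. Exchanged breed labels at 1 day are a further candidate explanation. Genes with at most 3 counts in both libraries of a pair and at least 10 in both others numbered 5 for opposite breed and day, 8 for the labelled breed and 1 for the day. With so few genes on both sides, that explanation cannot be told apart from correct labels either. A real difference between the breeds in the response to heat was named by the design and remains untested.

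The day 7 change also went with gene length in opposite ways: Spearman's rho was lower in Tharparkar than in crossbred, a difference of -0.155 that was not tested. Counting noise gave at most 0.0295 in size in either breed, and allowing for abundance left a difference of -0.173, so neither accounts for the trend. Library preparation or RNA integrity that differed between pools could give the difference of -0.155. With 1 pool per group, it cannot be told apart from a breed difference, although the labels give RNA integrity numbers above 8 for all samples.

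The share of counts of the most abundant gene fell by 1.62 percentage points in Tharparkar and rose by 0.408 in crossbred, a difference of -2.02 points that was not tested. The largest change in 1000 draws was 0.0285 points, which argues against counting noise. After TMM scaling the gene kept its directions, with a log2 change of -0.90 in Tharparkar and 0.17 in crossbred. This argues against other abundant genes changing the total as the whole cause. The TMM factor in crossbred was 1.01 at day 0 and 1.09 at day 7, so scaling removed part of the rise there. In Tharparkar it was 0.930 and 0.974, so scaling added to the fall. The crossbred change was smaller in size than that of most genes at a mean CPM of at least 10, at percentile 27.3 of their sizes, while the Tharparkar change was at percentile 95.03. A property of single pools and a breed difference stay open, and neither was tested.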

How the results depend on the processing

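3 alternatives were chosen after the data were seen: leaving out the 100 most abundant genes from the totals, thinning, and keeping only whole counts. Neither the Pearson correlation of the breeds' day 7 changes nor the log2 change of a named ID changed its sign under the alternatives that gave it a value, although the majority direction of the changed genes did in the cases the report names. 25 of 25 results were classed as not moved under DESeq2 size factors, under the removal of the 100 genes, and under thinning. With whole counts, 20 of 20 were. For counts of genes no limits are stated, and this class allowed shifts. Thinning, for example, lowered the genes past the threshold in opposite directions from 363 to 287. The cause was not tested for any change below, except that the filters change which genes are tested.

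With total counts, opposite signs fell to 61.2% of genes. Against TMM, total counts moved the median log2 change of all genes by 0.11 in crossbred, -0.12 between the breeds at day 0 and -0.16 at day 7, and TPM moved the breed comparisons by -0.23 and -0.25. The splits in the report change with these shifts.

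Without a filter, Tharparkar had 742 higher and 882 lower genes at day 7, and the breeds at day 0 differed by 581 higher and 786 lower. The correlation of the breeds' changes was -0.305, opposite signs 59.9%, genes past the threshold in the same direction 87, and genes separated by breed 58 and by day 51. With a mean CPM of at least 10, genes higher and lower were 91 and 189 in Tharparkar, 370 and 203 in crossbred, 624 and 932 for the breed by day difference, 123 and 98 between breeds at day 0, and 185 and 523 at day 7. The correlation was -0.453 and opposite signs 64.9%, with 126 genes past the threshold in opposite and 2 in the same direction. The pairings separated 0 genes by breed, 1 by day and 67 by opposite breed and day. With a prior count of 0.5, 74 genes passed in the same direction, 42 were separated by breed and 31 by day.

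With TPM, Tharparkar had 253 higher and 190 lower genes at day 7, crossbred 308 lower, and the breeds differed by 97 higher at day 0 and 209 higher at day 7. Opposite signs were 61.2%, with 165 genes past the threshold in opposite and 11 in the same direction, and 8, 6 and 90 genes separated by breed, day and both opposite. With FPKM the counts were 243 higher and 200 lower in Tharparkar, 283 lower in crossbred, 134 higher and 277 lower between breeds at day 0, and 249 higher at day 7. Opposite signs were 61.1%, with 164 and 11 genes past the threshold, and 7, 5 and 90 separated. Among named IDs, ENSBTAG00000019839 moved from a log2 change of 3.78 to 2.16 with TPM and 2.14 with FPKM.

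Treating the 2 files of a group as separate replicates compares libraries, not conditions. Files that differ by less than sampling noise also hide the counting error they share. The p-values are thus too small even for libraries, and the numbers of genes called are too high. It uses another criterion, an adjusted p under 0.05 with no minimum fold, and the biological coefficient of variation came to 0.988%. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11652 genes, higher and lower genes were 2777 and 2798 in Tharparkar, 3878 and 3808 in crossbred, 3655 and 3679 for breed by day, 3030 and 2935 between breeds at day 0, and 3787 and 3638 at day 7. By DESeq2 they were 1927 and 1876, 2863 and 2900, 2912 and 2837, 1953 and 1958, and 2987 and 2856. Against the counts without a test, edgeR turned the majority direction between the breeds at day 0 and at day 7. DESeq2 turned it in every comparison except between the breeds at day 0. With a minimum log2 change of 1 as well, a count added after the first was seen, edgeR gave 985, 1615, 3082, 910 and 1839 genes in all and DESeq2 gave 770, 1430, 2758, 691 and 1614, against 969, 1504, 3162, 822 and 1742 without a test.

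With the replicate number as a replicate block, edgeR gave 2779 and 2801, 3881 and 3811, 3658 and 3680, 3033 and 2940, and 3790 and 3637 genes, in the same order. The labels give no shared animal or batch for a number. The rank correlation across genes of the file differences lay between 0.0265 and 0.0516 over the 6 pairs of groups. Pearson's r lay between -0.0221 and 0.431, the highest for crossbred at day 0 with Tharparkar at day 7, and over the 9193 genes with whole counts between 0.0234 and 0.0552. 8 genes, all with counts that are not whole, shifted the same way by 2 SD or more in all 4 groups. Same-numbered files thus shared some structure, with the larger values of r depending on genes whose reads are split.

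Over 8 fits that each left out one file, the correlation ran from -0.384 to -0.374, opposite signs from 63.1% to 63.6%, and genes past the threshold in opposite directions from 359 to 370. The change of ENSBTAG00000037600 left its counting interval in 2 of the 8 fits, from -9.11 to -5.34. Since the files share reads, these fits say little about other pools. The replicate check stayed below its limit in all 4 groups with at least 200 counts and with the mean.

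The correlations with gene length and the log2 change of the most abundant gene were not computed under these alternatives. The distances and the correlation of the breed differences were computed only in the main fit, for all genes and for those at a mean CPM of 10. Over the latter genes the correlation was -0.408. The smallest distance was again between crossbred at day 7 and Tharparkar at day 0, at 0.38 over 7764 genes. Not run were the removal of mitochondrial, ribosomal protein and haemoglobin genes, and all alternatives for the gene lists, which need gene names. The tests with files as replicates were run for the counts of higher and lower genes only, and not for the correlation, the share of opposite signs, the genes past the threshold in both breeds, the pairings or the named IDs. 3 named IDs, ENSBTAG00000019839, ENSBTAG00000040103 and ENSBTAG00000027213, did not pass the filter at a mean CPM of 10 and have no value there, nor have the 5 named IDs without whole counts when only whole counts are kept. The depth limits the counts of changed genes: counting alone put a mean of 187.39 genes past the threshold in Tharparkar, whose day 7 library is the smallest, and 74.62 in crossbred.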

Other observations

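The ratios in this part come from the replicate check, which was fixed before the data were examined. Their use to weigh explanations, and all other tests in this part, were chosen after the results had been seen.

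The 2 files of a group differed by less than sampling noise, with ratios of at most 0.112 where independent reads give 1. The same sequenced fragments in both files would give such ratios, and this explanation has the values it needs. The lowest ratio, 0.0762, argues against 2 independent libraries of 1 pool. The largest of the remaining differences fall on genes with split reads: of 35 genes that differed by 3 SD or more in any group, 94.3% had counts that are not whole, against 10.8% of all 10302 genes compared. Smaller differences are not limited to such genes, since the median ratio over genes with whole counts was 0.0844 and 0.104 in crossbred at day 0 and day 7, and 0.0703 and 0.0724 in Tharparkar, close to the ratio over all genes in each group. One way to obtain such files could be that both reads of each pair were quantified separately. In that case the same genes may differ the same way in all groups, and 8 genes did so at 2 SD or more in all 4. Other repeated processing of the same reads could also give these, so it cannot be told apart from them. No biological explanation was tested.

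Genes with counts that are not whole passed 1 log2 unit more often than genes with whole counts. At matched abundance the shares were 10.7% against 8.72% for the Tharparkar change, 17.4% against 12.9% for the crossbred change, 31.8% against 27.3% for the breed by day difference, 10.8% against 7.39% between breeds at day 0 and 19.6% against 14.8% at day 7. The smallest of these differences was 1.98 percentage points, which argues against lower abundance as the whole cause. Reads split differently between similar genes in each library may add to the excess, which was at least 2.66 points among genes at a mean CPM of 10. Real differences in families of similar genes cannot be told apart from it, since the tables do not show which reads were split.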
